A study of Lysinibacillus varians with 6 samples. Its data were reported in "Long-distance electron transfer in a filamentous Gram-positive bacterium" (2021).

How the data were processed

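RNA sequencing libraries of Lysinibacillus varians GY32 were grouped by the labels into 3 aerobic and 3 MFC libraries, with replicate numbers from the sample titles. Per the labels, RNA was extracted with TRIzol and libraries were made with a TruSeq kit. The submitters' processing notes name fastp, Bowtie2 2.2.8, TopHat2 2.0.11, SAMtools 0.1.18.0 and Cufflinks 2.0.0, with no role or order; the study's methods name Bowtie2, in another version, and expectation maximization (RSEM) for expression, and whether these apply to the files used here is not given; the use of strand is not given in the sources used here, so overlapping and antisense genes cannot be told apart. The authors deposited estimated counts per gene, not normalized, for 4376 genes in a table of the series and for 4303 genes with coordinates in a file per library. Values of 2 genes were not whole, and all counts were rounded to whole numbers. The design had assumed raw counts; the same test was kept. Of 4300 genes in both kinds of file, 2 differed in counts. Coordinates are those of the deposited files, on the chromosome sequence named there, and all lengths were multiples of 3, so they are coding lengths; 73 genes had no coordinates and held 0.330% of counts. Gene lists by product name were not run, since the files do not pair locus tags with names, and 3 of 13 gene symbols were matched to a locus tag by identical counts in all 6 libraries.

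Libraries of a group were compared before averaging. Each was fitted as a non-negative weighted sum of the other libraries of its group, and the squared residual was divided by the fitted count over genes with a fitted count above 20. On simulated data a library made of others gave a ratio of 0.219 and an independent library of the same mean 1.03. The counts of MFC replicate 2 followed a weighted sum of those of MFC replicates 1 and 3 more closely than independent counting allows. The fit planned before the data were examined used all 6 libraries. It was replaced by a fit of the other 5 after the counts had been compared and the calls of the 6-library fit seen, and before the calls of the 5-library fit were seen. Leaving out MFC replicate 2 was itself among the settings listed before the data were examined. The test, scaling, filter and thresholds follow the plan, and group means, SD and n use 3 aerobic and 2 MFC libraries.

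Genes were filtered with filterByExpr and tested with edgeR 4.0.16 (glmQLFit and glmQLFTest, TMM factors) in R 4.3.3 as MFC minus aerobic, with Benjamini-Hochberg adjustment, and called at an adjusted p below 0.05 and a change of at least 2-fold. The standard error is the log2 fold change divided by the square root of F. On counts simulated for the 5 libraries (2441 genes tested), 92.6% of genes changed by 3 on the log2 scale and 22.3% of those changed by 1.5 were recovered, with 9 of 2253 unchanged genes called. The simulated groups had the same base composition and few changed genes, as many up as down. These rates therefore do not cover errors from the difference in composition between the real groups. Normalised counts are CPM with TMM factors. Principal components used a prior count of 2. The depth of 362886 to 4495148 counts sets the precision; a group with no counts was given a floor of 3 counts over the group.

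Named genes followed a rule fixed before the data were examined: the loci the study names, then the called genes with the largest changes at an average log2 CPM of at least 5 whose MFC libraries all lie on one side of the aerobic ones. The plan named more genes in each direction and more of the most abundant genes than are given here. At most 2 locus tags that rose and 2 that fell are printed, and gene symbols were added because the table names them. Alternatives were other scalings, DESeq2 1.42.0, limma 3.58.1 (voom), other filters and thresholds, the 10 most abundant genes left out, the replicate number as a block, and each library left out in turn. A thinning of the MFC libraries to the aerobic depth, a coding length offset and the per-library files were added after seeing the data.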

Results

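Gene transcription was measured by RNA sequencing in Lysinibacillus varians GY32, a filamentous Gram-positive bacterium, grown with yeast extract as the electron donor. In the aerobic group oxygen served as the electron acceptor, and in the MFC group the acceptor was the electrode of a microbial fuel cell, a device that collects electrons from respiring cells as current. Each group had 3 libraries by the labels, which do not say whether they came from separate cultures. The study's methods describe replicate cultivations, but for a protocol that differs from these labels, so p-values are taken to measure only the spread between these libraries. The study's methods describe acetate as the donor and another RNA extraction kit, which differ from the labels of these libraries. Counts on annotated genes came to 645710, 752217 and 362886 in aerobic replicates 1, 2 and 3, and to 3997667, 4495148 and 2089892 in MFC replicates 1, 2 and 3. At least 1 count was found for 2924 to 3307 genes in the aerobic libraries and for 3323 to 3784 genes in the MFC libraries.

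MFC replicate 2 did not hold independent counts. Its counts followed 0.603 times the counts of MFC replicate 1 plus 0.999 times those of MFC replicate 3, and the variance about this sum was 0.285 times that of Poisson counting over 3097 genes. Independent counting gives a ratio of about 1 or more, and the 3 aerobic libraries, each fitted from the other aerobic libraries in the same way, gave ratios of 27.2 to 30.2. In 0 of 4376 genes was the count in MFC replicate 2 below that in MFC replicate 3. All 113 genes with no count in MFC replicate 1 and at least 1 in MFC replicate 3 had the identical count in MFC replicate 2. MFC replicate 2 was therefore not counted as a sample, and the values below rest on 3 aerobic libraries and 2 MFC libraries. The fit planned before the data were examined used all 6 libraries, and its counts are given beside those of the 5-library fit. That fit treats MFC replicate 2 as an independent library, which it is not, so its p-values overstate the evidence.

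**Figure D1:**
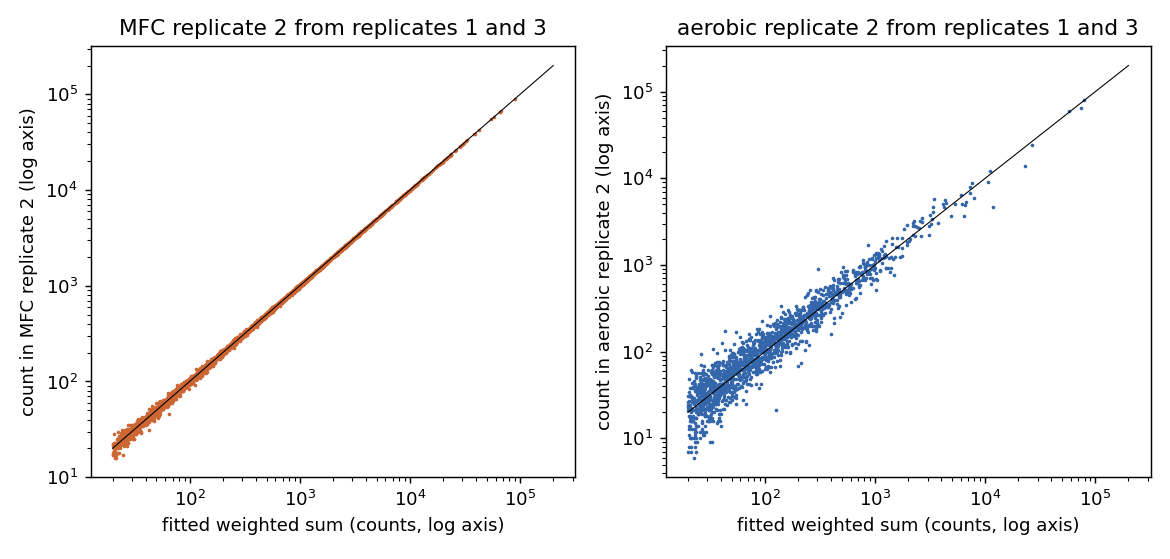
Count per gene (log axis) in MFC replicate 2 (left) and in aerobic replicate 2 (right) against the fitted weighted sum of replicates 1 and 3 of the same group (log axis); each point is a gene with a fitted count above 20, and the line marks equality. The variance about the line was 0.285 times that of Poisson counting on the left and 30.2 times on the right.

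The comparison of MFC with aerobic cells asked which genes differ in transcription when an electrode replaces oxygen. The groups also differed in culture system, a fuel cell against an aerobic culture, so changes cannot be assigned to the acceptor alone. Of 2633 genes tested, 721 were higher and 617 lower in the MFC libraries, at an adjusted p below 0.05 and a change of at least 2-fold (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The planned fit on all 6 libraries called 854 genes higher and 740 lower among 2877 tested, and 1320 of its calls were also calls of the 5-library fit. The first principal component of log2 CPM (counts scaled to a common library size) held 82.9% of the variance between the 5 libraries. Pearson correlations across genes, which are not independent replicates, were 0.906 to 0.939 between aerobic libraries, 0.881 between MFC replicates 1 and 3, and 0.351 to 0.525 between an aerobic library and one of these. The balance of higher and lower calls depended on the scaling. With total counts in place of TMM factors (trimmed mean of M-values), 1326 genes were higher and 352 lower, and the median log2 fold change of all tested genes moved from 0.24 to 1.33, so changes are given relative to the TMM scale. With DESeq2 size factors in edgeR the majority turned, with 657 genes higher and 681 lower, as it did in the DESeq2 Wald test, with 628 higher and 733 lower. It also turned when any one aerobic library was left out, with 451 higher and 483 lower without aerobic replicate 2, 482 and 492 without replicate 1, and 524 and 553 without replicate 3.

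The study named 4 loci of putative c-type cytochromes, heme proteins that carry electrons, as more highly transcribed in MFCs; its text cites transcriptome data under another record than this series, and whether these libraries were part of them is not given in the sources used here, so the list is not taken as independent evidence of direction. Locus T479_RS20980 (4336896 to 4337846, minus strand) rose from 16.7 ± 6.61 CPM (SD, n = 3) in aerobic libraries to 387 ± 18.1 CPM (SD, n = 2) in MFC libraries, a log2 fold change of 4.49 ± 0.41 (SE; edgeR adjusted p = 0.000262). Locus T479_RS14495 (3022945 to 3023295, minus strand) rose from 284 ± 8.03 CPM (SD, n = 3) to 1089 ± 55.8 CPM (SD, n = 2), with a log2 fold change of 1.94 ± 0.30 (SE; edgeR adjusted p = 0.00149). Locus T479_RS06030 (1325305 to 1326480, plus strand) lay at the fold threshold, with 281 ± 18.7 CPM (SD, n = 3) in aerobic and 597 ± 105 CPM (SD, n = 2) in MFC libraries and a log2 fold change of 1.09 ± 0.30 (SE; edgeR adjusted p = 0.0164). It passed in the 5-library fit, but in the planned 6-library fit its log2 fold change of 1.00 fell just short of the threshold (edgeR adjusted p = 0.00547). The call was also lost when any one aerobic library or MFC replicate 3 was left out (log2 fold changes of 0.87 to 1.10). When adjusted over the 3 tested loci alone, all 3 passed in the 5-library fit (edgeR adjusted p of 0.00602 or lower). The study had named these loci as higher in MFC, so this adds no support to the calls. Locus T479_RS08690 (1886933 to 1888339, plus strand) had 0, 1 and 0 counts in aerobic replicates 1, 2 and 3 and 70 and 11 in MFC replicates 1 and 3. It was removed by the filter on low counts, and without that filter it did not pass (edgeR adjusted p = 0.131). A difference at T479_RS14015 (2928722 to 2929162, minus strand), predicted by the study to encode the putative type IV pilin ComGD, was not detectable at this depth, with 0, 2 and 0 counts in the aerobic libraries and 0 in MFC replicates 1 and 3. The transcript was thus not found in these MFC libraries, where 3 counts over the group would be 0.317 CPM.

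**Figure D2:**
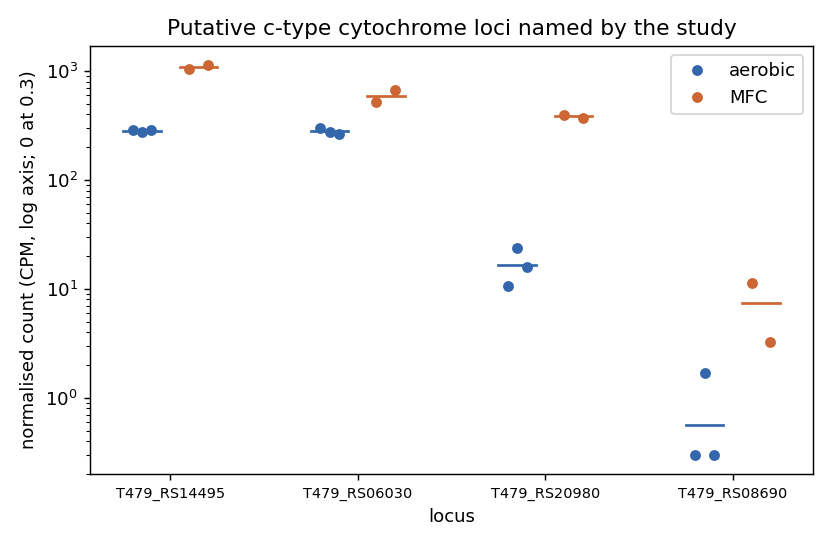
Normalised count (CPM, log axis, with 0 drawn at 0.3) of the 4 putative c-type cytochrome loci in 3 aerobic libraries and in MFC replicates 1 and 3; points are libraries and bars are group means. T479_RS20980 lies at 374 to 400 CPM in MFC and at 10.6 to 23.8 CPM in aerobic libraries.

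The files pair no locus tags with gene names, but 13 rows of the count table carry a gene symbol instead of a locus tag, and all are described here because they have a name. Among them 4 rose in MFC. The gene gatA, for a subunit of the amidotransferase that completes glutaminyl-tRNA or asparaginyl-tRNA, went from 5.42 ± 4.64 CPM (SD, n = 3) to 115 ± 60.7 CPM (SD, n = 2), a log2 fold change of 4.40 ± 0.72 (SE; edgeR adjusted p = 0.00195). The value was 5.45 without aerobic replicate 1, 3.74 without aerobic replicate 2 and 3.69 without MFC replicate 1. Its counts matched those of locus T479_RS19890 (4093985 to 4095448, minus strand) in all 6 libraries. The branched-chain amino acid transporter gene livG (log2 fold change 2.06), the nickel transporter gene nikC (2.03) and nadD, for an enzyme of NAD synthesis (1.46), passed with edgeR adjusted p of 0.0428, 0.0322 and 0.0309; livG and nikC lost the call when any one aerobic library or MFC replicate 1 was left out, and nadD without aerobic replicate 1, aerobic replicate 2 or MFC replicate 1. Without MFC replicate 1 livG was at 0.94. All 3 also lost it in the test against a fold of 2 and with the replicate block, livG with DESeq2 size factors, the DESeq2 Wald test and limma voom, and nikC with the DESeq2 Wald test and with no filter on low counts. Counts in aerobic replicates 1, 2 and 3 were few for these 4 genes. They were 5, 1 and 1 for gatA and 4, 4 and 4 for livG. For nikC they were 3, 2 and 1, and for nadD 11, 16 and 11. The other symbols tested did not pass in the 5-library fit. These were asnC (log2 fold change -0.02), engB (1.199), the flagellar rod gene flgG (-0.42), the DNA ligase gene ligA (-0.49), the transcription factor gene nusA (0.42) and the ribonuclease H gene rnhA (-0.47), with edgeR adjusted p of 0.136 to 0.968. With total counts asnC (1.08), engB (2.30) and nusA (1.52) passed as higher; engB also passed without MFC replicate 3 (1.395), and ligA passed as lower without MFC replicate 1 (-1.06). The ribosomal protein gene rpsN had no counts in the aerobic libraries and 10.6 ± 8.20 CPM (SD, n = 2) in MFC, at least 4.62-fold higher against the floor of 3 counts over the aerobic group. The bound rested mainly on MFC replicate 1, at 16.4 CPM, and with the 4.77 CPM of MFC replicate 3 alone it was 2.09-fold. The filter removed rpsN from the 5-library fit. The gene passed in the planned 6-library fit (edgeR adjusted p = 0.0157), which includes the dependent MFC replicate 2. It also passed in the 5-library fit with no filter (edgeR adjusted p = 0.0215). The genes phnK and yjjX were at or near 0 in both groups.

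By the rule fixed for named genes, the largest rises belonged to T479_RS16515 (3417068 to 3417697, plus strand) and its neighbour T479_RS16510 (3416190 to 3416822, minus strand). T479_RS16515 had 3 counts in all aerobic libraries and 8992 in MFC replicates 1 and 3, a ratio of 416 (95% exact interval 142 to 2017). T479_RS16510 had 4 and 4259 counts, a ratio of 148 (57.6 to 542). Among the genes that fell most, T479_RS21275 (4390065 to 4390856, minus strand) had no counts in MFC and was at least 345-fold lower than the aerobic mean of 109 ± 17.96 CPM (SD, n = 3), against a floor of 3 counts over the MFC group. T479_RS19785 (4066842 to 4067036, plus strand) had 256 aerobic counts and 3 MFC counts, which is 615-fold lower (208 to 3003). These intervals and floors cover counting error only. All 4 kept their direction with any one library left out, with fitted log2 fold changes of 8.18 to 9.16, 6.71 to 7.92, -11.3 to -10.02 and -10.8 to -8.47 in the order named. They also kept their call with any one aerobic library left out. For T479_RS21275 the fitted values lie beyond what 0 MFC counts can measure, and only the bound of at least 345-fold is measured.

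Aerobic transcription was concentrated in few genes. In the aerobic libraries 19 to 29 genes held 50% of the counts, against 148 and 125 genes in MFC replicates 1 and 3. The most abundant aerobic gene, at 4364911 to 4365549, took 10.5% ± 0.412 (SD, n = 3) of aerobic counts, 0.192% of the counts of MFC replicate 1 (Wilson 95% interval 0.188 to 0.196) and 0.00775% of those of MFC replicate 3 (0.00665 to 0.00904). A second, at 766403 to 766927, took 9.66% ± 1.51 (SD, n = 3), and 0.145% (0.141 to 0.149) and 0.00507% (0.00419 to 0.00613) in MFC replicates 1 and 3. The MFC level of both therefore rested on MFC replicate 1, and of 100 genes that fell and had at least 1000 CPM by total counts in aerobic libraries, 72 were higher in that library than in MFC replicate 3. The most abundant MFC gene, at 4523403 to 4523828, held 1.98% ± 0.368 (SD, n = 2) of MFC counts and 0.116% ± 0.00346 (SD, n = 3) of aerobic counts. No test was applied to these shares.

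**Figure D3:**
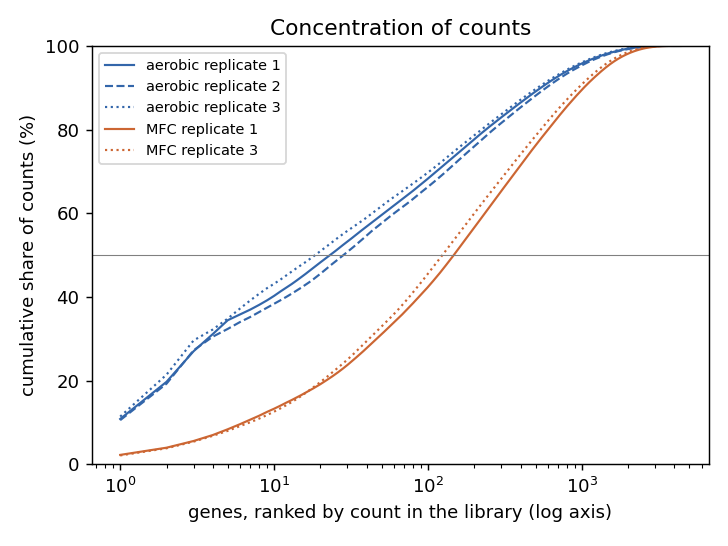
Cumulative share of counts (%) against the number of genes ranked by count (log axis) in the 3 aerobic libraries and MFC replicates 1 and 3; the grey line marks 50%. Aerobic libraries reach it at 19 to 29 genes and MFC libraries at 125 and 148.

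Neighbouring genes that were both called mostly changed in the same direction. Of 1432 adjacent same-strand gene pairs tested, both genes were called in 473. Of these 473 pairs, 399 changed in the same direction, a share of 84.4% (Wilson 95% interval 80.8 to 87.3), against 49.3% of random pairs of called genes. Consecutive pairs share a gene and are not independent, so the interval is too narrow. In 7 regions at least 6 adjacent same-strand genes changed together, 6 of them higher in MFC. The region with most genes spanned 1238732 to 1274769 on the plus strand, with 10 genes and a median log2 fold change of 5.54. The next, at 4493082 to 4496792 on the minus strand, held 8 genes with a median of 4.90. The region that fell was at 1854441 to 1860960 on the plus strand, with 6 genes and a median of -4.26. With total counts 5 of its 6 genes were called lower, while the regions that rose kept all their genes. That scaling moved the median log2 fold change of all tested genes from 0.24 to 1.33, which favours higher calls. The contrast therefore does not compare how stable the regions are.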

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

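The thinned, length-offset and per-library-file settings were chosen after seeing the data. The total of 1338 called genes stayed within 1.5 times in all settings except a test against a fold of 2 (glmTreat; 887 in all and 453 higher) and the replicate block. Total counts gave 1326 higher and 352 lower. The planned fit on all 6 libraries gave 1594. Leaving out each of the 5 libraries gave 934 to 1539 in all, 451 to 828 higher and 483 to 768 lower, with a lone MFC library assumed to vary like the aerobic ones. Without MFC replicate 2 the groups share only replicate numbers 1 and 3, too few to show pairing from the data; the differences between these replicates correlated at 0.058 across genes between the groups. With the replicate number as a block, the 5 libraries gave 522 calls (244 higher, 278 lower) with few residual degrees of freedom, and all 6 gave 1518.

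Loci T479_RS14495 and T479_RS20980 kept direction and call in all 21 settings. T479_RS06030 kept its direction, but its call was lost in 11 of 21 settings; its log2 fold change was 1.00 with all 6 libraries (edgeR adjusted p = 0.00547), 0.96 with DESeq2 size factors, 1.09 with glmTreat, 1.06 with the replicate block and 0.99 with the block on all 6, 1.00 after thinning and 0.98 with the length offset, and 0.868 to 1.22 with a library left out. The cause was not tested. Among genes that did not pass in the 5-library fit, the sign reversed for asnC with total counts (1.08, then passing, edgeR adjusted p = 0.0236), upper quartile (0.17), no filter (0.0562), the 10 most abundant genes left out (0.0236) and the replicate block (0.00669); for flgG (0.67), ligA (0.61) and rnhA (0.60) with total counts; and for rnhA with the replicate block (0.34) and without aerobic replicate 2 (0.24), its values with a library left out ranging from -0.97 to 0.24. The first component held 79.4% with a prior count of 0.5 and 84.1% with all 6 libraries. The share of neighbours changed alike was 88.9% with total counts, against 66.8% of random pairs. Retained rRNA and tRNA, normalized values and GC content could not be run from the files used here. T479_RS08690 and T479_RS14015 were removed by the filter on low counts and did not pass without it (edgeR adjusted p of 0.131 and 0.272).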

Other observations

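The tests in this part were chosen after the results were seen, except the removal of the expression trend and the other splits of the libraries. In 10 equal bins of the chromosome, the stretch from 1398793 to 2331321 (2 bins) had median log2 fold changes of -0.42 and -0.36 and the other 8 bins 0.15 to 0.63. The stretch was chosen from these medians, which biases any interval of its difference from the rest away from 0. Low expression there is argued against as the cause, since the trend of log2 fold change on mean expression, which had an SD of 0.72 over genes, gave a difference of 0.0669 for the stretch, opposite in sign to the observed -0.80, and with the trend removed the difference was -0.81. Gene dosage falling evenly from the sequence ends to the midpoint, as the whole cause, would lower the equally distant mirror stretch, 2331322 to 3263849, as much. The bins on either side of the midpoint had medians of -0.36 and 0.16. The mirror stretch lay -0.114 from the remaining genes (95% block bootstrap interval -0.540 to 0.240). This overlaps the interval of the chosen stretch (-1.15 to -0.435, with that bias). Outside the chosen stretch the log2 fold change had a slope of -0.19 per Mb from the nearer sequence end (95% block bootstrap interval -0.49 to 0.16). A partial contribution needs only a smaller drop, and the position of lowest dosage is not given in the sources used here. The part of dosage therefore cannot be told apart. A biological difference between acceptors stays open and untested.

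The counts of MFC replicate 2 were not independent of MFC replicates 1 and 3, and a candidate explanation is that reads of both were placed together. The variance ratio of 0.285 lies below 1, as such a mixture needs, and above the 0.219 of a simulated mixture. Its counts minus those of MFC replicate 3 exceeded those of MFC replicate 1 in 0 genes and came to 60.2% of them, with a mean chi-square of 1.28 per gene over 3042 genes, where plain random subsampling gives about 1. A separate library from an intermediate culture is argued against, since 100% of the 113 genes absent from MFC replicate 1 had the count of MFC replicate 3. Joining before sequencing is argued against, since newly drawn reads would scatter about the sum. A simulated library of that kind had a ratio of 1.03 and lay below MFC replicate 3 in 88 genes, against 0 genes for MFC replicate 2. Whether the joining was on purpose or by error was not tested.

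Of 100 called genes that fell and had at least 1000 CPM by total counts in aerobic libraries, 72 were higher in MFC replicate 1 than in MFC replicate 3, with medians of 15.5% and 7.30% of the aerobic level. Aerobic RNA or reads mixed into MFC replicate 1 could raise them all by one ratio. The excess of MFC replicate 1 over MFC replicate 3, divided by the aerobic level, had a quartile ratio of 4.19 over the 72 genes. Between aerobic libraries the quartile ratio was at most 1.28. That benchmark holds no spread between MFC libraries, which the excess does hold, so the test cannot decide the question. One shared ratio could not exceed that of the lowest gene, at 0.748% of its aerobic level in MFC replicate 1. A rise of that size would not bring the median from 7.30% to 15.5% of the aerobic level. For these genes as a set, this argues against mixing at one ratio as the whole cause. The limit rests on 1 gene, and mixing as a part of the cause stays open.

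The splits of the 5 libraries into 3 and 2 number 10, too few for a share under 0.05. The real split called 1338 genes and the highest other 0, and 1 split, the real one, reached the real value. Every other split puts aerobic and MFC libraries together in a group, so its lack of calls carries little information.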
